A study of Mus musculus with 12 samples. Its data were reported in "The N6‐methyladenosine RNA landscape in the aged mouse hippocampus" (2022).

How the data were processed

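Hippocampal RNA of male mice aged 3 or 20 months was measured by methylated RNA immunoprecipitation sequencing (MeRIP-seq), in which fragments of poly(A) RNA are pulled down with an antibody against N6-methyladenosine (m6A) and sequenced. Each age had 3 immunoprecipitate libraries and 3 input libraries, from individual hippocampi of different mice. The mice had been chosen after a qPCR pre-check, per the labels. The table analysed here holds immunoprecipitate reads, and the input libraries were not analysed here. A difference in the reads of a peak can therefore come from methylation, from the level of the transcript, or from the yield of the library.

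The submitters' processing notes name Trimmomatic 0.36, Bowtie2 2.2.7, STAR 2.5.3a, SAMtools 1.3, MACS2 2.2.1, Subread 1.6.4 and bedtools 2.25.0. The authors trimmed the reads, removed ribosomal and PhiX reads, aligned the rest to the mm10 build, kept uniquely mapped reads, called peaks over input, counted reads per peak and annotated each peak. The deposited table holds only peaks the authors called differential. Its read counts per peak and library are whole numbers that the authors did not normalise. The deposited log2 fold change (aged over young) and log2 average abundance come from the authors' edgeR fit. The deposited likelihood ratio score of each peak, its p-value and its adjusted p-value come from the authors' likelihood ratio test, whose methods name removal of unwanted variation as an option without saying whether it was used for this table.

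The table has 862 rows for 529 unique peaks, since a peak has a row for each annotation type and gene. None of these peaks overlap. The 532 gene names include 515 found on the same chromosome in GENCODE M21, and 42 peaks lie in more than 1 gene. Peak sequences, GC content, the share of soft-masked (repeat) bases and the GGAC and DRACH motifs on the annotated strand were read from GRCm38, the assembly of mm10. The table does not state whether starts count from 0 or 1, so coordinates are given as deposited, and sequences were taken as if starts count from 0. The adjusted p-values in the authors' deposited table rank the peaks as whole numbers if 9884 peaks were tested (median distance from a whole number 0.00051, against 0.0729 for the next best number). The highest adjusted p listed was 0.0411, and the smallest absolute log2 fold change in the authors' deposited table was 0.58, with 21 peaks under 1.5-fold.

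Listed peaks held 537133, 701150 and 465628 reads in the young libraries 1 to 3 and 697362, 322474 and 500646 in the aged libraries 1 to 3. These totals are not library depths. An effective size per library was therefore recovered by least squares from the deposited fold changes and abundances, giving 13992721, 15323881 and 14638359 reads for the young libraries and 11852322, 6356842 and 8516331 for the aged ones. With these sizes the log2 fold changes had a median absolute difference of 0.03 from the authors' deposited table and no opposite sign. CPM values below are relative to these sizes. They are not independent of the authors' scaling, and aged libraries were recovered as smaller than young ones. The median number of reads per peak ranged from 259 in aged library 2 to 521 in young library 2.

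The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3), aged against young, with no covariate, two-sided, and Benjamini-Hochberg adjustment over the 529 peaks at 0.05. All p-values refer to a list the authors selected on these same libraries, so they are not independent evidence. Positions of higher and lower peaks, and the direction of the 8 among 19 gene lists with at least 5 listed genes, were compared by Fisher's exact test with Benjamini-Hochberg adjustment, taking direction from the deposited fold change. Only listed genes enter, so these are tests of direction and not of enrichment among all genes. The lists, tests and alternatives were fixed before the data were examined; some rows of the table had been seen in the study's supplement. GC content and shared direction within genes were tested with 100000 permutations (Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6).

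Named genes were the 10 with the largest rise and the 10 with the largest fall among peaks past the test whose libraries of one age all lay above the other (1 peak per gene), the listed genes among those the study discusses, and up to 4 members with the smallest p of each list. The first part gave 4 genes. Other genes are said to have been chosen after their values were seen. Some named genes and 2 of the lists are not reported here. Alternatives were column totals, TMM and DESeq2 (1.42.0) size factors as scaling, edgeR's likelihood ratio test, DESeq2's Wald test, stricter thresholds, a mean of at least 100 reads, merged overlapping peaks, the replicate number as a block, and each library left out in turn. A residual-factor covariate, adjustment over 9884 tests and directions from the other scalings were added after the data were seen.

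The fit was tested on simulated counts for the 529 peaks with 200 changed. It recovered 3% of peaks changed 1.5-fold with 0 false calls, and 67.5% of peaks changed 2-fold with 5 false calls among the unchanged. The estimated coefficient of variation was 28.2%, so with 3 libraries per age this test has little power at the size of most listed changes. A higher recovery of 2-fold changes had been set as the passing mark for this check; it was not met, and the mark was replaced by a limit on false calls, with the fit left as it was. Tests of position, GC content and shared direction gave p under 0.05 in 6.5%, 5% and 2% of 200 random assignments of direction. The p-values of edgeR and DESeq2 cover the spread among these 6 libraries alone. Tests of position, GC content, gene lists and shared direction take peaks or genes as units, with directions fixed. Their p-values and intervals measure no spread among libraries or mice, and peaks of the same libraries can move together.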

Results

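The data are m6A immunoprecipitate reads at the peaks that the authors listed as differential between the hippocampus of 3-month-old and 20-month-old male C57BL/6 mice, with 3 libraries per age. The authors' deposited table lists 417 unique peaks as higher and 112 as lower in aged mice. In gene names these are 430 with a higher peak and 106 with a lower one, of which 4 have both. Reads in listed peaks ranged from 322474 to 701150 per library.

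The first comparison asks which peaks differ with age. Peaks in Erdr1, Adarb2, Dlgap2 and, at the edge of the threshold, Epha5 rose in aged mice. Erdr1 encodes erythroid differentiation regulator 1, Adarb2 a brain member of the adenosine deaminase family that acts on RNA, Dlgap2 a scaffold protein of the postsynaptic density, and Epha5 an ephrin receptor of axon guidance. The Adarb2 peak, in an intron (mm10 chromosome 13, 8330619 to 8330819), went from 3.04 ± 1.18 CPM in young to 20.1 ± 4.61 in aged libraries (SD, n = 3), a log2 fold change of 2.73 (SE 0.41, edgeR quasi-likelihood adjusted p 4.84e-05). It is covered to 100% by repeats.

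Erdr1 has 5 listed intronic peaks on chromosome Y, and 4 of them rose. The one with the largest change (90812486 to 90812686) went from 6.45 ± 1.29 to 37.7 ± 7.26 CPM (SD, n = 3; log2 fold change 2.54, SE 0.32, edgeR adjusted p 8.34e-06), and the other passing peaks had log2 fold changes of 1.92, 2.01 and 2.03. The Erdr1 peak at 90814153 to 90814353 had a log2 fold change of 1.88 and did not pass (edgeR adjusted p 0.0688, 22 to 57 reads in aged libraries). The 4 that passed are covered to 100% by repeats. Both Dlgap2 peaks, in an intron on chromosome 8, rose: the peak from 14307057 to 14307278 went from 19.8 ± 1.16 to 51.5 ± 5.34 CPM (SD, n = 3; log2 fold change 1.38, SE 0.28, edgeR adjusted p 0.00253), and its neighbour from 14306798 to 14307003 had a log2 fold change of 1.43. These Dlgap2 peaks hold no repeat. The Epha5 peak, in the 3'UTR on chromosome 5 (84066640 to 84066840), went from 7.41 ± 2.81 to 19.7 ± 4.14 CPM (log2 fold change 1.41, SE 0.37, edgeR adjusted p 0.0498), and is also covered to 100% by repeats. Epha5 did not pass with column totals, TMM or DESeq2 size factors (edgeR adjusted p 0.213, 0.359 and 0.409), nor with any 1 aged library left out, with a mean of at least 100 reads (0.0642) or adjusted over 9884 tests (0.931); the Dlgap2 peak at 14307057 did not pass with these scalings (0.0514, 0.0577 and 0.0887), nor either Dlgap2 peak without aged library 1 (0.0502), nor the one at 14306798 without young library 1 (0.0732) or adjusted over 9884 tests (0.0646).

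In all, 8 of 529 peaks in 4 genes passed edgeR's quasi-likelihood test, 8 higher and 0 lower. At an unadjusted p under 0.05 the same test gave 287 higher and 63 lower peaks. At an adjusted p under 0.05 DESeq2's Wald test gave 161 higher and 15 lower, and edgeR's likelihood ratio test 62 and 8. The libraries of the 2 ages did not overlap at 302 higher and 34 lower peaks, where chance would give 10% of peaks; all had been selected for a difference. The split between directions depended on scaling: 6 higher and 3 lower with column totals, 6 and 87 with TMM, 6 and 45 with DESeq2 size factors, which move the log2 fold change of a peak by a median of -0.53, -0.65 and -0.66. TMM and DESeq2 size factors centre this list of mostly higher peaks. Its median log2 fold change was 0.032 and 0.02 with them, against 0.665 with the recovered sizes. The move toward lower calls with these scalings is therefore built in. Without young library 2 the test gave 402 higher and 104 lower peaks, without young library 3 it gave 42 and 2, and without aged library 1 it gave 5 and 0. Young library 2 lay closest to the aged mean, by median, for higher peaks outside repeats and for lower peaks. Leaving it out widens these differences by itself.

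**Figure D1:**
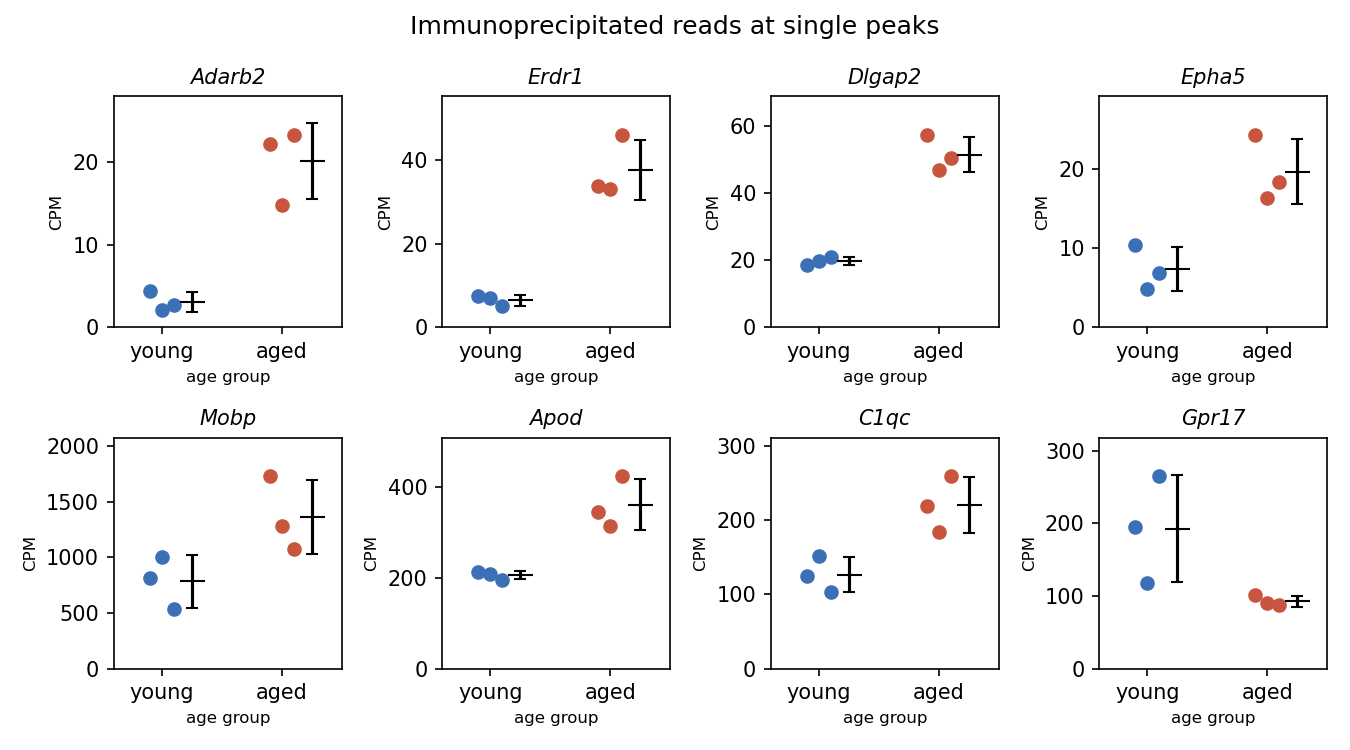
Scaled reads (CPM, vertical axis) at 1 peak each of 8 genes in young (blue) and aged (red) mice; points are libraries, and the bar beside them is the mean ± SD (n = 3). Adarb2 had 3.04 CPM in young and 20.1 in aged libraries, and the young Gpr17 libraries spread from 118 to 265 CPM.

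The young libraries differed among themselves along the list. Young library 2 lay above young library 3 at 367 of the 417 higher peaks and below it at 104 of the 112 lower peaks. The median log2 difference between young libraries 2 and 3 was 0.79 over higher peaks and -0.94 over lower ones, set against median log2 fold changes of 0.67 to 0.73 in the higher peaks outside repeats. Over lower peaks, the aged mean was below young library 1 by a median log2 of -0.83 and young library 3 by -1.03, but differed from young library 2 by only -0.12. The median coefficient of variation per peak was 30.7% in young and 14.4% in aged libraries. The 12 higher peaks with over 90% repeat showed no common direction between young libraries 2 and 3: their difference ran from -1.46 (Sv2b) to 0.89 (Erdr1), and their medians relative to the aged mean were -1.65, -1.84 and -1.77 in the young libraries.

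**Figure D2:**
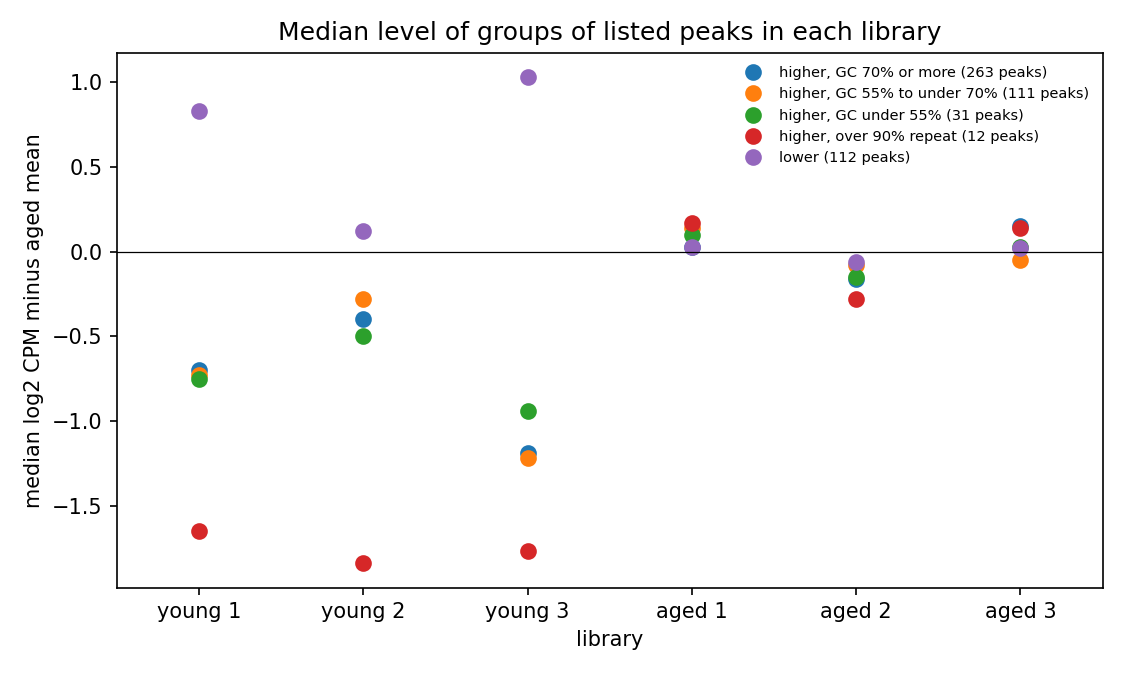
Median log2 CPM minus the aged mean (vertical axis) for groups of listed peaks in each of the 6 libraries (horizontal axis). Young 2 sits closest to the aged libraries for lower peaks (0.12) and for the higher peaks outside repeats (-0.28 to -0.50), whereas the medians of repeat peaks lie between -1.65 and -1.84 in the young libraries.

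The genes that the study's text names gave values in the direction of the deposited table. The library sizes were fitted to the deposited fold changes, so this direction was built in. None of the peaks of these genes passed edgeR's quasi-likelihood test. Mobp, a myelin protein gene, had 784.6 ± 236.9 CPM at its 3'UTR peak in young and 1362.6 ± 332.7 in aged libraries (SD, n = 3; log2 fold change 0.80, edgeR adjusted p 0.0714). Apod, encoding a lipid-binding apolipoprotein, had 206 ± 8.49 and 361.7 ± 56.3 CPM around its stop codon (0.81, edgeR adjusted p 0.0706), Hapln2, a link protein of the perinodal matrix, 11.6 ± 4.17 and 27.2 ± 7.07 (1.24, 0.0551), C1qc, a chain of complement C1q, 126.4 ± 23.9 and 220.2 ± 37.7 (0.80, 0.0706), and the long noncoding RNA Neat1 49.9 ± 7.78 and 103.5 ± 16.6 (1.05, 0.0628). Eif6, a ribosome assembly factor, had a log2 fold change of 0.58 at its 5'UTR peak, Espn, an actin-bundling protein gene, 0.69 in an intron, and Pcdhga2 0.88 in an exon. TMM and DESeq2 size factors turn the sign of Eif6, Espn and Pcdhb3. The study's text also gives 2 protocadherin symbols, Pcdh9 and Pcdh3, that the table does not hold; Pcdhb9 (0.76) and Pcdhb3 (0.68) are listed, and whether these are the genes meant was not settled.

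Gpr17, a G protein-coupled receptor of oligodendrocyte precursors, had 4 listed 3'UTR peaks on chromosome 18, all lower in all aged libraries than in any young one. The peak from 31945466 to 31945668 had 192.5 ± 73.6 CPM in young and 92.6 ± 7.20 in aged libraries (SD, n = 3; log2 fold change -1.06, SE 0.33, edgeR adjusted p 0.0688), and that from 31946588 to 31946788 had 172.5 ± 59.7 and 91.4 ± 10.4 (-0.92). The remaining Gpr17 peaks had log2 fold changes of -0.85 and -0.58. Myoc, encoding myocilin, had -0.80 at a peak it shares with 7420461P10Rik, and Cldn2, a tight junction gene of the choroid plexus, -1.61 with young libraries spread over 28.8 ± 21.9 CPM. None of these lower peaks passed edgeR's quasi-likelihood test with the recovered library sizes, a test with little power for changes of this size. For Gpr17 the study has other evidence, which was not analysed here. It reported lower transcript by qRT-PCR, lower protein by Western blot, and lower m6A at a proximal and a distal 3'UTR peak by MeRIP-qPCR. With TMM the Gpr17 peak at 31945466 had -1.80 (edgeR adjusted p 0.0337) and Myoc -1.47 (0.0245), and with DESeq2 size factors -1.84 (0.0494) and -1.49 (0.0337). Both scalings centre a list of mostly higher peaks, which by itself pushes lower peaks further down. Myoc also passed with column totals (-1.36, 0.0263). That Gpr17 peak passed edgeR's likelihood ratio test (adjusted p 0.0294) and DESeq2's Wald test (0.0254), Myoc the Wald test (0.0371) and Cldn2 the likelihood ratio test (0.0365). Without young library 2 the same Gpr17 peak had -1.31 (edgeR adjusted p 4.93e-05), Myoc -0.83 (0.00302) and Cldn2 -2.09 (1.63e-08). Young library 2 had the lowest young value at this Gpr17 peak (117.9 CPM) and at Cldn2 (5.938 CPM). Leaving it out widens the fall of both peaks and narrows their young spread by itself, so these values are no added evidence. Without young library 3 they had -0.76 (0.0426), -0.87 (0.0333) and -0.96 (0.097), and without aged library 3 the Cldn2 value was -2.62 (0.0329). Cldn2 also passed without young library 1 (-1.56, edgeR adjusted p 0.0302) and was the lower peak called with the replicate block (-1.56, 0.00708).

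The second comparison asks where in the transcript the listed peaks lie. Higher peaks carried 5'UTR and start codon annotations more often than lower peaks, and exon and 3'UTR annotations less often. Of 417 higher peaks, 226 were annotated to the 5'UTR (54.2%), against 5 of 112 lower peaks (4.5%; odds ratio 25.3, Fisher's exact test, two-sided, adjusted p 3.17e-24). The start codon held 114 higher and 3 lower peaks (odds ratio 13.7, adjusted p 1.17e-09). Peaks, not mice, are the units of these tests. Exons held 62.8% of higher and 82.1% of lower peaks (odds ratio 0.367, adjusted p 0.00021), and the 3'UTR 12% and 23.2% (0.451, adjusted p 0.00584). Stop codon (14 and 6 peaks, adjusted p 0.399) and intron (36 and 5, adjusted p 0.2) did not pass. With directions from TMM or DESeq2 size factors the odds ratio for the 5'UTR was 2.93 or 2.56, in the same direction. The 3'UTR difference did not pass with directions from TMM (0.626, adjusted p 0.0724) or among peaks with a deposited FDR under 0.01 (0.544, adjusted p 0.0685).

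**Figure D3:**
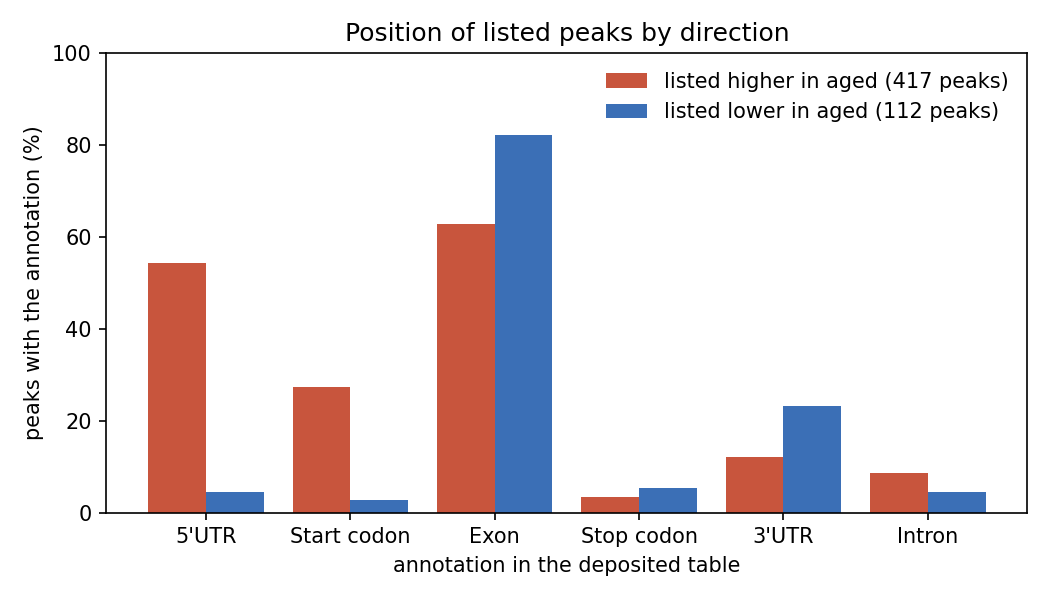
Share of peaks (%, vertical axis) with each annotation of the deposited table (horizontal axis), for the 417 peaks listed higher (red) and the 112 listed lower (blue) in aged mice; a peak can carry several annotations. The 5'UTR bars stand at 54.2% and 4.5%, the 3'UTR bars at 12% and 23.2%.

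Some genes had peaks in both directions. N4bp1, Trim33, Senp6 and Ccdc88a, chosen after their values were seen, each had a higher peak annotated to the 5'UTR and a lower one further along the gene, none past edgeR's quasi-likelihood test. Trim33, an E3 ubiquitin ligase gene, had log2 fold changes of 0.78 in the 5'UTR and -0.66 at the stop codon, and Senp6, a SUMO protease gene, 0.61 in the 5'UTR and -0.68 at a peak annotated as exon and 3'UTR. N4bp1 had 0.73 and -0.71, and Ccdc88a 0.73 and -0.63.

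Base composition separated the directions. Higher peaks had a median GC content of 73.5% and lower peaks 45.5%, a difference of 28 percentage points (permutation test, two-sided, p 1e-05, the smallest that the permutations can give). No lower peak exceeded 68.1% GC, a content that 284 of the higher peaks (68.1%) exceeded. Within 3'UTR and stop codon peaks alone the difference was 16.5 points, and within 5'UTR and start codon peaks 33.2 points. The latter rests on few lower peaks: 5 carry a 5'UTR and 3 a start codon annotation. A GGAC motif was present in 71.2% of higher and 67.9% of lower peaks (Fisher's exact test, p 0.486), and a DRACH motif, the general m6A consensus, in 82.0% and 99.1% (odds ratio 0.0411, p 9.46e-08). The motif comparisons were not adjusted for GC content, which by itself affects how often a motif occurs. The DRACH difference therefore says nothing on its own about methylation.

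**Figure D4:**
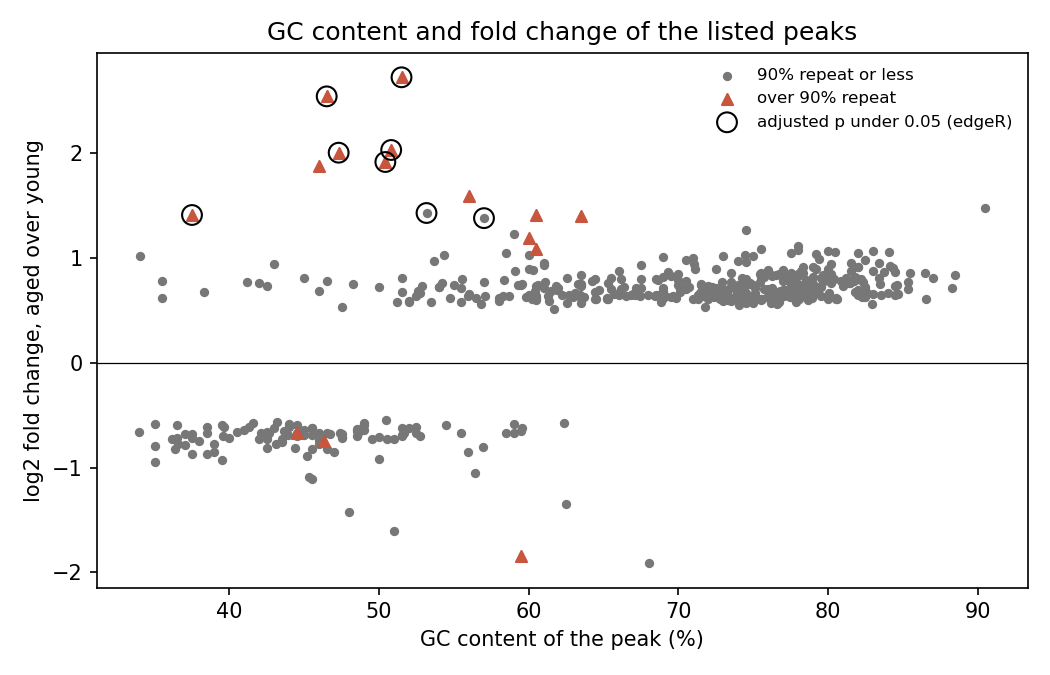
GC content of each listed peak (%, horizontal axis) against its log2 fold change, aged over young (vertical axis); triangles are peaks with over 90% repeat, and circles mark the 8 peaks past edgeR's test. Lower peaks end at 68.1% GC, and 6 of the 8 circled peaks are repeats.

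All 11 listed glutamate receptor and postsynaptic scaffold genes had higher peaks alone, among them Shank1 (log2 fold change 0.94), Magi3 (0.86) and Grin2a (0.80). Of their 12 peaks, 2 passed over all peaks, both in Dlgap2, and 5 adjusted over the list alone. Adjustment over a list alone is lenient. Of all 529 selected peaks, 287 higher and 63 lower ones had an unadjusted p under 0.05 in edgeR's quasi-likelihood test. Such counts, here and below, are therefore not evidence for a gene group. Most listed genes were higher (426 higher alone, 102 lower alone), so a list of mostly higher genes is not set apart by that. Of 12 listed ion channel genes 11 were higher, such as the potassium channel Kcnk3 (0.89) and the potassium channel subunit Kcnmb4 (0.95), with 0 peaks past the test and 11 adjusted over the list alone. All 8 genes of G protein and cyclic nucleotide signalling were higher, such as the adenylyl cyclase Adcy2 (1.05), with 0 past and 3 adjusted over the list alone. Listed presynaptic and adhesion genes went both ways, 3 higher and 3 lower: Pclo, a scaffold of the active zone, had -0.61, Nrxn2 -1.91 (4.11 ± 3.29 and 1.09 ± 0.44 CPM) and Flrt3 -0.78, with 0 past in either adjustment. The Nrxn2 peak had few reads, 39, 26 and 115 in young libraries 1 to 3 and 15, 9 and 5 in aged libraries 1 to 3. Young library 3 (7.86 CPM, against 2.79 and 1.70 in young libraries 1 and 2) carried much of that fall.

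Chromatin genes held the largest share of lower genes among the lists tested, 5 of 9. The lower members include Arid4b (-0.82), Brwd3 (-0.77) and Chd1 (-0.67), and the higher ones the histone methyltransferase Ehmt2 (0.81). Their direction differed from that of other listed genes at an unadjusted p of 0.016 and not after adjustment over the 8 lists tested (Fisher's exact test, adjusted p 0.128); 0 of their 10 peaks passed over all peaks and 10 adjusted over the list alone. None of the other lists reported here passed: the adjusted p was 0.358 for postsynaptic genes, 0.358 for presynaptic genes, 0.636 for ion channels, 0.583 for G protein signalling, 0.374 for protocadherins and cadherins (5 higher, 3 lower) and 0.688 for axon guidance genes (6 higher, 0 lower, among them Enah with 1.07 and Unc5b with 0.69). TMM and DESeq2 size factors left 8 of the 12 postsynaptic, 9 of the 13 ion channel and 5 of the 8 G protein signalling peaks above 0. Of the 10 chromatin peaks 5 lay above 0 with the recovered sizes, 3 with TMM and 1 with DESeq2 size factors.

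Cell type lists had few listed members, too few for a test of direction. Of all listed genes, 426 were higher alone and 102 lower alone, so a few genes that are all higher show no trait of a cell type. The 4 listed oligodendrocyte and myelin genes (Mobp, Apod, Hapln2 and Efnb3) were higher, with a median log2 fold change of 0.86, and 0 of the 4 peaks passed over all peaks and 4 adjusted over the list alone. Apoe (0.61), C1qc and Tmem119 (0.75) were the microglia and immune genes, all higher, with 0 of 3 peaks past over all peaks and 2 adjusted over the list alone; Apoe is also abundant in astrocytes, and its sign turned with TMM and DESeq2 size factors. The study names Mobp, Apod, Hapln2 and C1qc from these libraries, so they are not independent evidence. Among precursor markers Gpr17 was lower and Dscam (0.73) higher. Cnr1 (0.69) and Adarb2 were the listed inhibitory neuron genes, and Grin2a, Sv2b (1.42) and Dsp (-0.62) the excitatory ones. The Sv2b peak is covered to 100% by repeats, and its libraries overlapped between ages. It had 1.572, 1.958 and 5.465 CPM in young libraries 1 to 3 and 12.49, 2.989 and 8.22 in aged libraries 1 to 3. Chst11 (0.82), Xylt1 (0.71), Chpf (0.76) and Hapln2 made up the extracellular matrix list, Rbm15b (0.60) the m6A machinery and Jund (0.65) and Nr4a1 (0.65) the immediate-early genes; the signs of Rbm15b, Nr4a1 and Cnr1 turn with TMM and DESeq2 size factors, that of Jund with DESeq2 size factors. No endothelial, mural or meningeal marker was listed. The oligodendrocyte peaks also moved with single libraries, by a median of 0.46 in young library 2 and -0.54 in young library 3 relative to the young mean, the microglial ones by 0.39 and -0.48, the precursor ones by -0.49 and 0.41, and the Cldn2 peak by -1.81 and 1.24. Shifts in these directions ran through the whole list. The median log2 difference of young library 2 minus 3 was 0.79 over all higher and -0.94 over all lower peaks. These values therefore show no difference in cell content.

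Peaks of a gene mostly went the same way. Of 31 genes with several listed peaks, 27 (87.1%) had all peaks in 1 direction, 20 higher and 7 lower, against a mean of 53.4% when directions were permuted over these peaks (permutation test, one-sided, p 2e-05). Gpr17, Erdr1 and Dlgap2 are among them. For the 12 genes with peaks at least 1000 bases apart the share was 66.7% (permutation p 0.56), so the shared direction was seen for neighbouring peaks and was not detectable for distant ones. The permutation took peaks as interchangeable, although neighbouring peaks can share base composition and position, which separated the directions. It therefore cannot tell whether a gene moved as a whole.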

Values the study reported

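The study reported 528 differentially methylated genes at a fold change over 1.5 and an FDR under 0.05, which it counted as 862 peaks. Of these genes, 426 were hypermethylated and 102 hypomethylated in the aged hippocampus.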

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

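Tests with a residual factor, adjustment over 9884 tests and directions from other scalings or with a library left out were chosen after the data were seen. The counts of 8 higher peaks in 4 genes and 0 lower peaks moved with the test, the scaling, the covariate and the libraries used. edgeR's likelihood ratio test gave 62 higher and 8 lower peaks (60 and 7 genes), DESeq2's Wald test 161 and 15 (166 and 15 genes), and a covariate made of 1 residual factor 417 and 108 (430 and 103 genes). Scaling by column totals gave 3 lower peaks in 4 genes, TMM 87 in 80 and DESeq2 size factors 45 in 40. The replicate block gave 11 higher peaks in 7 genes and 1 lower peak in 1 gene (Cldn2). Deviations of same-numbered libraries from the mean of their age correlated at -0.195, -0.039 and -0.028. These values show no sign of pairing by number, but with 3 libraries per age they cannot exclude shared processing. Leaving out 1 library each gave 5 to 402 higher and 0 to 104 lower peaks, and 2 to 415 and 0 to 101 genes, the highest without young library 2. The main 8 peaks were all called by the likelihood ratio, Wald, block and factor fits, and 6 of them with each other scaling and over 9884 tests. The 4 Erdr1 peaks and the Adarb2 peak kept their call in all these fits, while Epha5 or a Dlgap2 peak lost it in some. Merging overlaps changed nothing because no peaks overlap. The cause of these movements was not tested.

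Position in the 5'UTR kept its direction and its side of the threshold in all alternatives run, with odds ratios from 2.56 to 26.4. For the 3'UTR the odds ratio was 0.544 with a deposited FDR under 0.01 and 0.626 with directions from TMM, both past the threshold no longer; the cause was not tested. The GC difference ranged from 16.5 to 33.2 points, the highest within 5'UTR and start codon peaks, where few lower peaks lie. No gene list passed with a deposited FDR under 0.01, protein-coding rows, peaks in place of genes, or directions from the other scalings, where the lowest adjusted p ranged from 0.0724 to 0.548. Leaving out a library turned no listed peak's direction, so the tests of position, GC content and gene lists could not move with it. Shared direction within genes was 66.7% for peaks at least 1000 bases apart, with 12 genes left. With TMM the log2 fold change turned for Apoe (-0.02), Arhgap35 (-0.048), Cnr1 (-0.007), Eif6 (-0.019), Espn (-0.008), Nr4a1 (-0.041), Pcdhb3 (-0.086) and Rbm15b (-0.02), and with DESeq2 size factors for Apoe (-0.028), Arhgap35 (-0.074), Cnr1 (-0.029), Eif6 (-0.021), Espn (-0.029), Jund (-0.001), Nr4a1 (-0.06), Pcdhb3 (-0.119) and Rbm15b (-0.026), because these scalings centre a list of mostly higher peaks.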

Other observations

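Of the zinc finger genes (names starting with Zfp, Zbtb, Zscan or Zkscan), a group chosen because lower members had been seen, 10 were listed lower, among them Zfp60, Zfp84, Zfp644 and Zfp804a, and 5 higher. No test is given for them. Near annotated transcription starts (within 500 bases) lay 69.3% of higher peaks and 18.8% of lower ones.

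The list here has 529 unique peaks. That is lower than the number of peaks quoted from the study above, which equals the rows of the table. At fold over 1.5 and adjusted p under 0.05, edgeR's quasi-likelihood test gave 4 hypermethylated and 0 hypomethylated genes. Both are lower than the values quoted from the study above, and they come from another test, adjusted over the listed peaks alone. edgeR's likelihood ratio test without a covariate gave 60 and 7 genes, also lower than the study's values. The median likelihood ratio statistic was 17.5 in the authors' deposited table, 4.6 without a factor and 14.2 with 1 residual factor estimated from these same peaks. The authors' deposited table lists 426 genes as higher alone and 102 as lower alone. Counting genes with both in each direction, it has 430 and 106, and the fit with 1 residual factor gave 430 and 103.

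The tests that compare young libraries 2 and 3 with young library 1, that concern Erdr1 as a whole, and that use the residual factor were chosen after the result was seen. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split gave 8 higher peaks and the highest of the other splits 1, so 1 of 10 splits reached it. The real count of lower peaks was 0, which all 10 splits reach by construction, so the splits say nothing about it.

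Higher peaks are richer in GC and lie more often at 5' ends than lower peaks. If libraries differed in their yield of GC-rich RNA, the association with the 5'UTR or start codon should vanish within bins of GC; the Mantel-Haenszel odds ratio over 5 bins of equal size was 7.02 (95% interval 1.63 to 30.3), and 4.5 (1.23 to 16.5) over bins of equal width, which neither reach 1 nor exceed the bound of 2 set in advance, and only 3 of the equal-size bins hold a lower peak. If a single young library had a low 5' yield, a median near 0 was expected for one of the others; the smallest was 0.42, from young library 2, again between the bounds. The difference between young libraries 2 and 3 correlated with that between the aged mean and young library 1, which shares no library with it, at r = 0.69 across peaks (which are not independent replicates), but at -0.03 within higher and 0.53 within lower peaks. A yield difference among libraries, a difference among young mice and an effect of age therefore cannot be told apart for these peaks; no input counts enter the table used here.

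The largest rises are at intronic peaks: all 10 peaks with the largest log2 fold change carry an intron annotation. Some of them are neighbouring Erdr1 peaks, so the 10 are not separate cases. Over all higher peaks the median log2 fold change was 0.82 for intronic and 0.7 for other peaks, so introns as a class differed little. The median repeat share of intronic higher peaks exceeded that of other higher peaks by 17.5 percentage points (permutation p 1e-05), but among lower peaks, of which 5 are intronic, the difference was 41 points, so introns hold more repeats in either direction and whether reads from repeats cause the rises stays open. The 5 Erdr1 peaks differ by 0.66 on the log2 scale, 2.2 times their median SE, which is consistent with a change of the whole transcript or in its number of copies. At repeat peaks young library 2 minus young library 3 ran from -1.46 (Sv2b) to 0.89 (Erdr1), so the libraries differ there too, without a common direction. The Dlgap2 peaks hold no repeat, and an effect of age stays open for all of them.

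Peaks of a gene move together in 87.1% of genes, above the permuted range of 38.7% to 67.7%, as a change in transcript level might produce. Base composition and position, which neighbouring peaks can share and the permutation ignored, might produce it too. Peaks at least 1000 bases apart shared direction in 66.7% of 12 genes, inside their permuted range of 50% to 83.3%, and N4bp1, Trim33, Senp6 and Ccdc88a have listed peaks in both directions, none past edgeR's quasi-likelihood test. Transcript level and methylation cannot be told apart from immunoprecipitate counts alone. The study's RNA sequencing, not analysed here, gave a modest positive correlation between m6A and transcript changes over its differentially methylated genes. It names Hapln2, Apod, Neat1, Espn and Pcdhga2 as higher, and Gpr17 and Cldn2 as lower, in both m6A and transcript.

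A residual factor, estimated from the residuals of the listed peaks themselves, weighted young library 2 by 0.67 and young library 3 by -0.72. With it 417 higher and 108 lower peaks passed edgeR's quasi-likelihood test, the coefficient of variation went from 28.2% to 15.8%, and the rank correlation of the likelihood ratio statistic with the authors' went from 0.62 to 0.77. Fits with 1 and with 2 factors were tried, and values are given for 1. The factor was estimated from the same selected peaks, and the fit is not used for any call above. In simulated counts with no change the fit gave 0 calls with the factor and 0 without it. Those counts were drawn without such a factor and without selection of peaks for a difference. They therefore cannot tell whether the calls in the real list are inflated. The study's methods name removal of unwanted variation as an option.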
